A study of Homo sapiens with 6 samples.

How the data were processed

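HT-1080 is an established human fibrosarcoma cell line. RNA was measured in 6 libraries, 3 from cells given PBS (control) and 3 from cells given recombinant interferon gamma (IFNg) at 10 ng/ml for 8 h. Per the labels' protocols, column-purified and DNase-treated total RNA was depleted of ribosomal RNA, made into stranded total RNA libraries with a kit that also removes globin RNA, and sequenced on an Illumina HiSeq instrument as paired ends of 50 cycles. Such libraries keep transcripts without a poly(A) tail. The labels do not say that the libraries of a group came from separate cultures. P-values of single genes therefore measure only the spread between these samples, which may be technical.

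The submitters' processing notes name FastQC 0.11.3, TopHat2 2.0.13, Cufflinks without a version, Cuffdiff 2.2.1 and the builds hg19 and GRCh37, with no role or order. The read counter, its treatment of strand and multi-mapping reads, and the scaling step are not given in the sources used here. The deposited table holds 1 value per gene and library for 17187 gene symbols, with replicates kept apart. Its name says RPKM, but its values are another signal, and this was settled from the deposited values: in each library 100% of the positive values were whole multiples of 1 step, within a tolerance of 0.001 reads. The deposited signal is therefore a whole number of reads divided by 1 size factor per library, called normalised read count here. The 6 size factors equalled median-of-ratios factors recomputed from the recovered reads (0.863 for IFNg 3 to 1.20 for control 2). Values were not divided by gene length, so levels of different genes are not comparable as concentrations. Because this scaling was already in the values, the median-of-ratios alternative listed beforehand changed no call and tests nothing.

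The recovered reads summed to 65639349, 83501954 and 70092508 in control 1, 2 and 3 and to 74586440, 67562257 and 59556948 in IFNg 1, 2 and 3. Between 15138 and 15801 genes had a read in a library, and the 10 most abundant genes held 7.01% to 8.81% of the reads. A count of 0 over a group was taken as compatible with up to 3 reads over that group, and a fold against such a group is given as a lower bound on that floor. Where a group had 1 to 3 reads, the ratio of pooled reads is given with a 95% exact binomial interval. Such intervals and floors cover counting error only. Counts of pairs of libraries in 1 group differed by far more than sampling noise (chi-square per degree of freedom of 15.8 to 115), so none was treated as a repeat of another.

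The gene lists, the rule for named genes, the tests and most alternatives were chosen before the data were examined, when RPKM values were assumed. The main test was kept as limma, although the values proved to be scaled reads and not RPKM. It used limma 3.58.1 in R 4.3.3 on log2(value + 1), with an intensity-dependent variance trend and group as the only term. It was 2-sided, with Benjamini-Hochberg adjustment at 0.05. Genes with a value of at least 0.5 in at least 3 of the 6 libraries were kept, which left 15546 and removed 1641. As 1 read was worth 0.835 (control 2) to 1.16 (IFNg 3), this filter asked for only 1 read in each of 3 libraries. A pseudocount of 1 is close to 1 read, and log2 differences (IFNg minus control, with the standard error of the fit) understate the change of low genes. Since reads could be recovered, edgeR 4.0.16 (quasi-likelihood test, TMM factors) and DESeq2 1.42.0 were run on them as alternatives added after the data were seen. In data simulated from the real means and library sizes with 200 changed genes, limma recovered 32.8%, 71.6% and 87.9% of genes changed 1.5-fold, 2-fold and 4-fold, with 7 false among 135 calls over 16215 genes. edgeR recovered 37.3%, 76.1% and 90.9%, with 13 false among 149 calls over 14050 genes.

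Of 32 gene lists written from general knowledge, 757 of 885 entries were in the table and 28 lists had at least 5 kept members. These were tested with camera (preset correlation 0.01) with adjustment over the lists. The preset is assumed rather than estimated, so list p-values with it do not measure the spread between libraries alone. Antiviral genes had a camera adjusted p of 4.24e-86 with the preset and 0.00656 with an estimated correlation. For ATF4 targets these were 4.83e-13 and 0.00833. Members that rose or fell were counted over all genes and adjusted over the list alone. In simulated data camera found the 1 planted list and called 0 of 30 unchanged ones. That simulation drew on means and library sizes, not on correlation between genes, so it does not test lists of correlated genes. In the real data the estimated correlation was 0.806 for cell cycle genes and 0.9214 for histone genes. SLC7A11 and SLC3A2 were left out of every list, because the study is known to have reported them after IFNg in this cell line. Lists of cytosolic ribosomal proteins and mitochondrially encoded mRNAs had 0 members in the table and are not analysed here. A list of type I and III interferons and one of globin genes had 1 kept member each and were not tested.

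Named genes are the 10 with the largest positive and the 10 with the largest negative log2 difference among called genes whose groups do not overlap, 13 genes named whatever their values, and up to 3 members per list with the smallest adjusted p, in all 109. A few of these and of the genes weighed at the close are not reported here. Symbols are those of the table. The reference at hand is GRCh38 while the notes name hg19, so no coordinates are given, and RefSeq's GRCh38 gene table was used only for gene order. Genes with near-identical copies (HLA genes, HSPA1A and HSPA1B, histones, GBP1 and its pseudogene GBP1P1) and antisense or overlapping genes (USP30-AS1) have uncertain counts, since the counter's handling of shared reads and of strand is not known here. Alternatives covered the pseudocount, filter, scaling, variance model, replicate number as a block, each library left out, a test against a 1.5-fold change, and camera with estimated correlation, camera on ranks and fry. Added after the data were seen, besides edgeR and DESeq2, were a pseudocount of 32, a mean of at least 50, leaving out both libraries numbered 3, and a term for those libraries. The planned rescaling to TPM was made as equal library totals.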

Results

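Transcript levels were measured by total RNA sequencing in HT-1080 human fibrosarcoma cells, with 3 control libraries given PBS and 3 libraries given IFNg at 10 ng/ml for 8 h. IFNg is a cytokine released by activated CD8+ T cells and natural killer cells that acts through the receptor subunits IFNGR1 and IFNGR2 and the kinases JAK1 and JAK2. The series concerns how CD8+ T cells bear on ferroptosis, a form of cell death driven by iron-dependent lipid peroxidation, in tumour cells. The 1 comparison of the design asks which transcripts of tumour cells differ after exposure to IFNg. Libraries held between 59556948 (IFNg 3) and 83501954 (control 2) reads assigned to genes. A gene with a normalised count near 1 was read only about once.

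IFNg raised genes of interferon signalling, antigen presentation and antiviral defence by large factors, and lowered a smaller set of genes by smaller amounts. The transcription factor IRF1 rose from a normalised read count of 624 ± 324 to 28355 ± 2187 (mean ± SD, n = 3 each). TAP1, which carries peptides to MHC class I, rose from 1996 ± 381 to 45965 ± 461, and GBP5, a guanylate-binding protein, from 85.1 ± 25.4 to 18011 ± 5041. SLC7A11, the transporter subunit of the cystine/glutamate antiporter system xc-, fell from 9856 ± 365 to 4914 ± 747. Targets of the stress factor ATF4 fell as a group, while most genes of glutathione synthesis, iron handling and lipid peroxidation did not pass the test.

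In the limma test over 15546 genes, 672 passed an adjusted p of 0.05, of which 509 were higher and 163 lower in IFNg. At least a 2-fold change was seen in 275 of the higher and 20 of the lower genes. The median log2 difference was 1.09 among the higher genes and -0.58 among the lower ones, and -0.01 over all kept genes. In all 672 the groups did not overlap. There were 3111 such genes in total, or 20% of those kept, where chance gives 10% for 3 against 3. Libraries numbered 3 stood apart from numbers 1 and 2 in both groups. The first principal component (56.5% of variance) separated control from IFNg. The second (17.3%) placed control 3 and IFNg 3 at -25.06 and -22.28 and the other 4 libraries between 6.31 and 17.28. Without both libraries numbered 3, limma called 882 genes higher and 599 lower, including 490 of the 509 and 157 of the 163. Libraries numbered 3 alone, 1 per group, give no test. The number called was 1302 without control 3, 386 without IFNg 1 and 405 without IFNg 2, while 355 were higher and 37 lower without control 2. The lower genes numbered 78, 37 and 455 without control 1, 2 and 3, and 56, 65 and 84 without IFNg 1, 2 and 3, so their count depended on each library. The genes lower at least 2-fold numbered 4, 6 and 52 and 10, 19 and 11 in the same order.

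**Figure D1:**
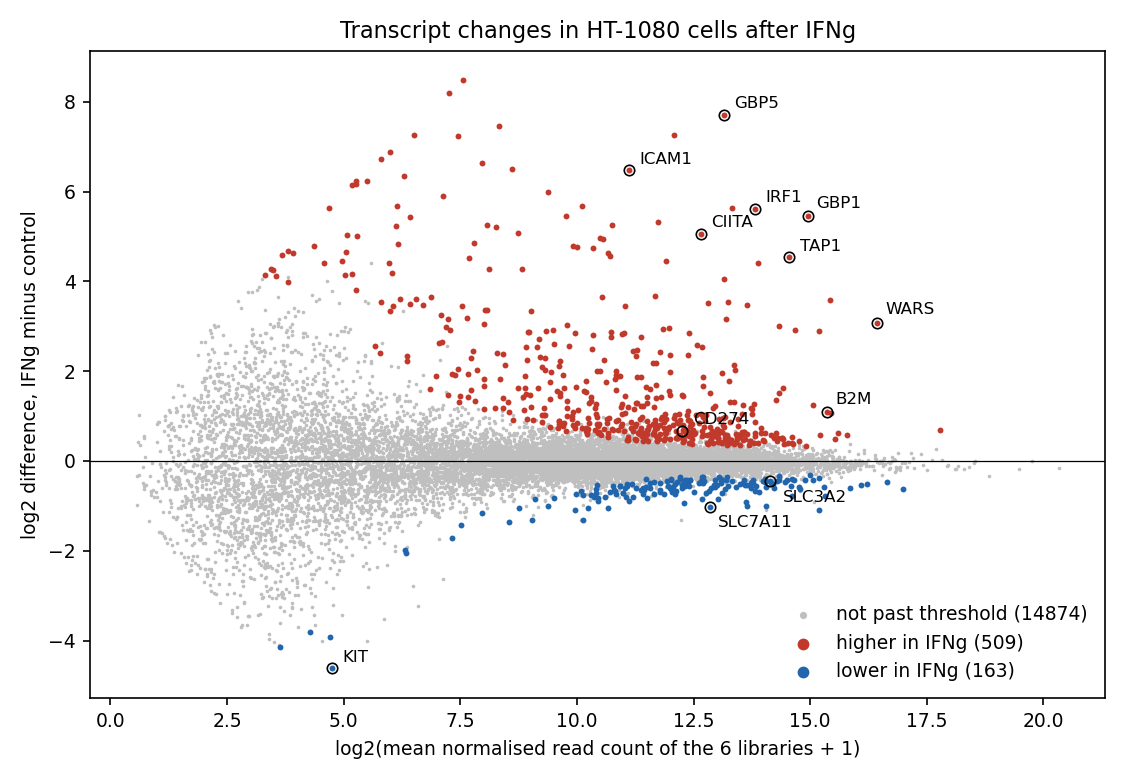
Log2 difference between IFNg and control for 15546 genes (y axis) against the log2 of the mean normalised read count of the 6 libraries plus 1 (x axis). Red points are the 509 genes called higher by limma and blue points the 163 called lower; higher genes reach a log2 difference of 8.48, while most lower genes lie closer to 0 (median -0.58).

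Some of the genes with the largest increases had no read in any control library. GBP1P1, a pseudogene related to GBP1, was at least 386-fold higher, the ubiquitin-like modifier UBD at least 182-fold, the long noncoding RNA BANCR at least 131-fold and the antiviral gene IFI44L at least 113-fold higher, each bound set against 3 reads over the control group. Reads of GBP1P1 cannot be separated here from those of GBP1, which was itself abundant in IFNg. GBP5 had a log2 difference of 7.71 ± 0.23 (SE; limma adjusted p = 8.43e-10) and GBP4 of 7.27 ± 0.20 (adjusted p = 6.64e-10). RTP4 rose from 7.56 ± 12.3 to 630 ± 128, CAND2 from 3.57 ± 6.19 to 346 ± 52.0, and SLAMF8, an immune cell surface receptor gene, from 4.24 ± 2.29 to 490 ± 44.2. All of these passed limma's threshold without each library in turn, with adjusted p up to 0.00519, and only RTP4 missed it with a variance model that has no trend (adjusted p = 0.0581).

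The largest decreases were in genes of low or moderate level. The receptor tyrosine kinase gene KIT went from 51.1 ± 29.0 to 0.999 ± 1.04, with 154 reads in the controls and 3 in IFNg, a pooled ratio of 47.3 (95% interval 15.9 to 232). PTHLH, encoding parathyroid hormone-related protein, had a log2 difference of -3.92 ± 0.98 (limma adjusted p = 0.0461), and EVA1C of -3.81 ± 0.90 (adjusted p = 0.0346). MYCT1 (-2.05), ZNF608 (-1.99), the fucosyltransferase gene FUT1 (-1.72), the inhibin subunit gene INHBE (-1.42), the sphingosine-1-phosphate receptor gene S1PR1 (-1.35) and the noncoding RNA gene BCYRN1 (-1.31) also fell. None of these genes kept its call in every fit that left out 1 library: KIT and BCYRN1 lost it only without control 1 (adjusted p = 0.106 and 0.0777). The other 7 lost it with adjusted p up to 0.257: EVA1C without any library except IFNg 2, PTHLH without control 1, control 2, IFNg 1 or IFNg 2, FUT1 without control 1, control 2, IFNg 2 or IFNg 3, and MYCT1, ZNF608, INHBE and S1PR1 without control 1, control 2, IFNg 1 or IFNg 3.

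Of 27 measured genes of interferon signalling, 13 rose and 1 fell (15 and 1 adjusted over the list alone), and the list was higher by camera (adjusted p = 8.23e-19). IRF1 had a log2 difference of 5.62 ± 0.26 (limma adjusted p = 3.7e-08) and BATF2, a transcription factor gene, of 5.32 ± 0.22 (1.66e-08). JAK2 rose by 0.82 ± 0.12 (adjusted p = 0.00139, but 0.0525 with a variance model that has no trend), while JAK1 differed by 0.02 ± 0.09 (0.947) and IFNGR2 by -0.10 ± 0.10 (0.703). The member that fell was IFNGR1, at -0.61 ± 0.15 (adjusted p = 0.0356), and its call was lost without any library except control 3 (adjusted p of 0.0818 to 0.158). Of the 8 type I and III interferon genes listed, only IFNE was measurable, at 240 ± 20.8 and 322 ± 46.2, and did not pass (limma adjusted p = 0.486).

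**Figure D2:**
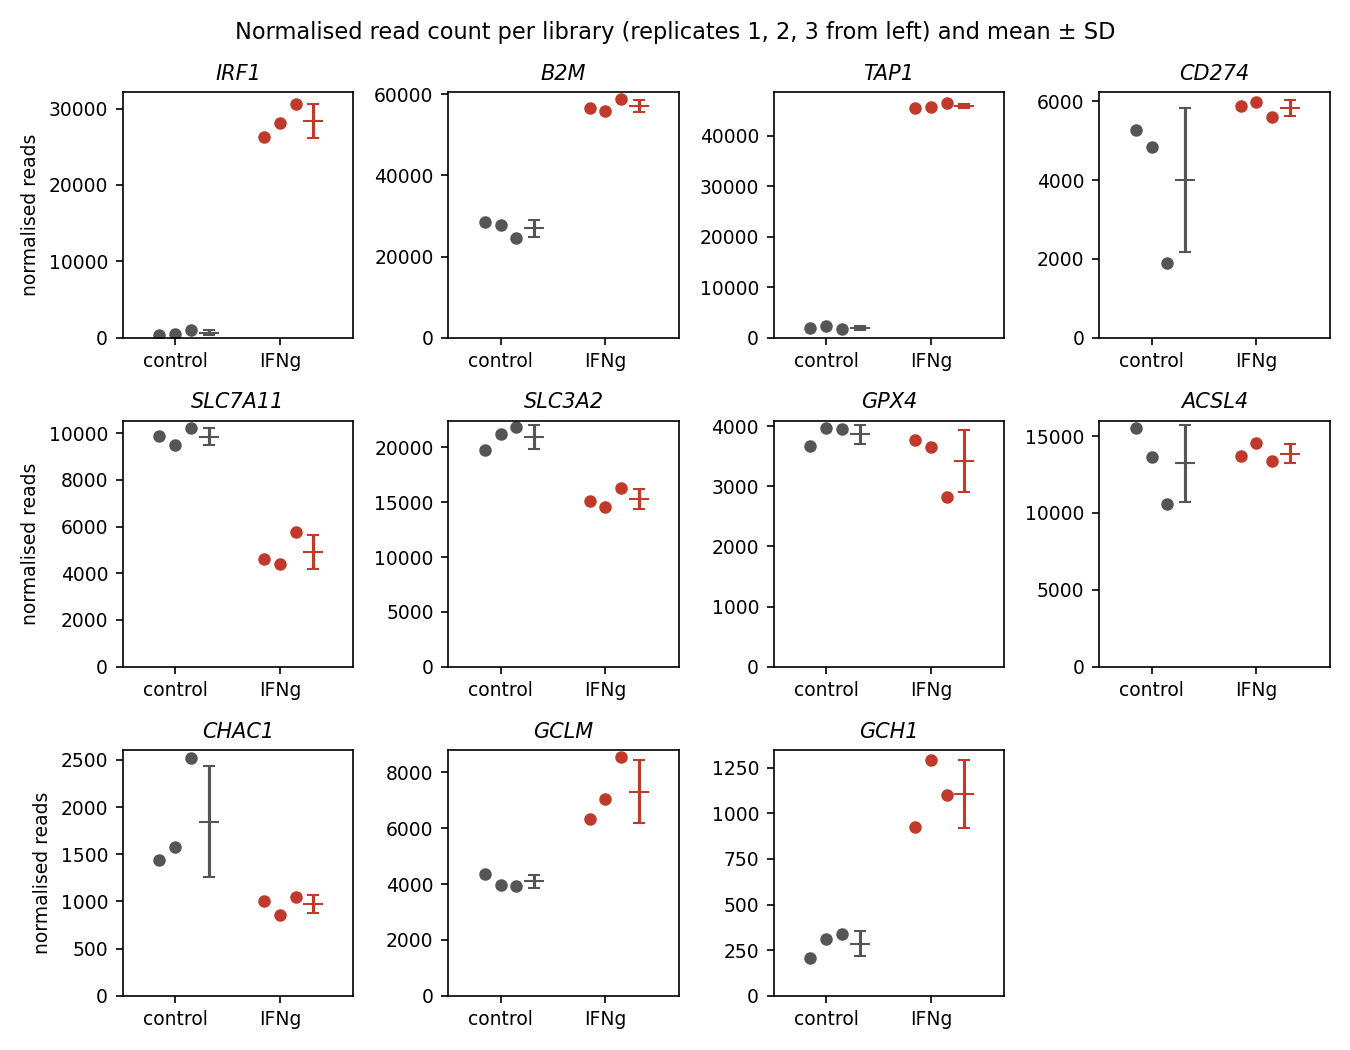
Normalised read count per library (y axis, linear from 0) for 11 genes in control (grey) and IFNg (red), with the mean and SD of the 3 libraries beside the points. IRF1, B2M and TAP1 are higher and SLC7A11 and SLC3A2 lower in every IFNg library than in any control library, whereas control 3 lies far below the other controls for CD274 (1904 against 5274 and 4839).

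MHC class I presentation rose in 18 of 24 measured genes and fell in 0 (the same counts adjusted over the list alone; camera adjusted p = 1.78e-37). TAP1 (log2 difference 4.54 ± 0.12, limma adjusted p = 6.08e-10), the MHC class I transactivator NLRC5 (3.51 ± 0.11) and HLA-E (4639 ± 539 to 36892 ± 2657) had the smallest adjusted p. B2M, the light chain of MHC class I, rose from 26937 ± 2088 to 57085 ± 1557. Of 20 MHC class II genes, 11 rose and 0 fell (14 and 0 adjusted over the list alone; camera adjusted p = 5.63e-19). The class II transactivator CIITA rose from 383 ± 101 to 12536 ± 116, the invariant chain gene CD74 from 94.2 ± 15.8 to 2913 ± 96.6, and IFI30, a lysosomal thiol reductase gene, from 39.5 ± 14.3 to 1710 ± 58.8. Reads of HLA genes may have been shared between close copies, so single HLA values are uncertain.

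Guanylate-binding protein and APOL genes rose in 11 of 14 members and fell in 0 (11 and 1 adjusted over the list alone; camera adjusted p = 3.54e-30). GBP2 went from 407 ± 42.3 to 20251 ± 832 and GBP1 from 1406 ± 89.3 to 61806 ± 10820. Antiviral genes that also respond to type I interferons rose in 43 of 51 members and fell in 0 (49 and 0 adjusted over the list alone; camera adjusted p = 4.24e-86). The ADP-ribosyltransferase family genes PARP9 (log2 difference 4.40 ± 0.11) and PARP14 (3.58 ± 0.10) and the PARP9 partner DTX3L (2.91 ± 0.09) led this list, with limma adjusted p of 4.88e-10, 6.99e-10 and 8.43e-10.

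Chemokine and cytokine genes rose in 10 of 24 measured members and fell in 0 (10 and 2 adjusted over the list alone; camera adjusted p = 7.01e-07). Examples were the interleukin 18 antagonist IL18BP (345 ± 24.2 to 3807 ± 255), the macrophage growth factor CSF1 (4252 ± 559 to 17205 ± 2408) and the interleukin 15 receptor chain IL15RA (391.7 ± 122 to 2167 ± 274). Immune checkpoint and tryptophan genes rose in 8 of 17 and fell in 0 (8 and 0 adjusted over the list alone; camera adjusted p = 1.34e-12). The tryptophanyl-tRNA synthetase gene WARS rose from 19006 ± 3479 to 158560 ± 3785, the adhesion molecule gene ICAM1 from 50.5 ± 17.8 to 4369 ± 137, and IDO1, which degrades tryptophan, from 41.9 ± 18.02 to 2153 ± 782. CD274, which encodes PD-L1, was 4006 ± 1833 in control and 5826 ± 205 in IFNg and did not pass (log2 difference 0.67 ± 0.29, limma adjusted p = 0.287). That difference rested on control 3, at 1904, since without this library it was 0.21 (adjusted p = 0.258). A term for libraries numbered 3 brought it past the threshold (adjusted p = 0.0171).

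SLC7A11 was lower in every IFNg library than in every control library (log2 difference -1.01 ± 0.11, limma adjusted p = 0.000127), and the control mean was 2.01 times the IFNg mean. It passed the threshold without each library in turn, with adjusted p up to 0.00221. SLC3A2, the heavy chain that pairs with SLC7A11 and with other light chains, went from 20953 ± 1081 to 15324 ± 908 (-0.45 ± 0.09, adjusted p = 0.00968). Its call was lost without control 2 (adjusted p = 0.0616), IFNg 1 (0.0684) or IFNg 2 (0.0844) and with a variance model that has no trend (0.119). The study is known to report both genes after IFNg in this cell line, so their direction here is not independent evidence.

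Other genes of amino acid transport and glutathione metabolism moved in both directions. Of 17 SLC7, SLC3 and SLC1 family transporters, a list without SLC7A11 and SLC3A2, 1 rose and 3 fell (1 and 4 adjusted over the list alone; camera adjusted p = 0.225). The neutral amino acid transporter gene SLC1A4 went from 2877 ± 179 to 1547 ± 128 and SLC7A5, a light chain that pairs with SLC3A2, from 71147 ± 6544 to 46677 ± 2767, while the glutamate transporter gene SLC1A3 went from 1027 ± 167 to 1650 ± 18.1. Of 33 glutathione and thioredoxin enzymes, 1 rose and 2 fell (1 and 3 adjusted over the list alone; camera adjusted p = 0.391). GCLM, the modifier subunit of glutamate-cysteine ligase, rose (0.83 ± 0.12, limma adjusted p = 0.00111), whereas CTH, which makes cysteine from cystathionine, fell (-1.04 ± 0.22, 0.0195), as did CHAC1, which degrades glutathione (-0.89 ± 0.20, 0.0269). CTH lost its call without control 1, control 2, IFNg 1 or IFNg 3 (adjusted p up to 0.118). CHAC1 lost it without control 2 or any IFNg library (up to 0.113), and SLC1A3 without any library except control 3 (up to 0.113).

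Ferroptosis suppressors rose in 2 of 31 members and fell in 0 (2 and 3 adjusted over the list alone; camera adjusted p = 0.712), with a mean log2 difference of -0.001 although the median and the test pointed up. GCH1, the first enzyme of tetrahydrobiopterin synthesis, rose from 284 ± 68.9 to 1107 ± 184 (limma adjusted p = 0.000228). The phospholipid acyltransferase gene MBOAT1 rose by 0.67 ± 0.17 (0.0438), a call lost without any library except control 3 (adjusted p up to 0.217), and MBOAT2 differed by -0.43 ± 0.12 (0.07). GPX4, the enzyme that reduces lipid hydroperoxides, was 3864 ± 162 and 3415 ± 517 (-0.19 ± 0.12, limma adjusted p = 0.532). The GPX4 difference was -0.06 without IFNg 3, at 2822, and -0.04 without both libraries numbered 3. Without any other single library it lay between -0.27 and -0.17. Ferroptosis drivers rose in 1 of 28 and fell in 0 (1 and 0 adjusted over the list alone; camera adjusted p = 0.593), with a mean of -0.021 where the test pointed up. The member that rose was the acyltransferase gene AGPAT3 (0.49 ± 0.09, adjusted p = 0.00709), whose call was lost without control 2 (0.0516) or IFNg 2 (0.0657). ACSL4, which channels polyunsaturated fatty acids into phospholipids, was 13223 ± 2498 and 13859 ± 612 (0.08 ± 0.13, adjusted p = 0.829), with a difference of -0.07 without control 3.

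Iron handling genes rose in 1 of 24 and fell in 2 (1 and 2 adjusted over the list alone; camera adjusted p = 0.712). The mitochondrial iron importer gene SLC25A28 rose by 1.17 ± 0.13 (limma adjusted p = 0.000166), and the heme-degrading enzyme gene HMOX1 fell (-1.05 ± 0.17, adjusted p = 0.00321). BMP6, a growth factor gene, also fell (-0.62 ± 0.14, 0.0291), a call lost without any library except control 3 (adjusted p up to 0.122). The transferrin receptor gene TFRC was 52534 ± 18150 and 66811 ± 17630 (0.37 ± 0.21, limma adjusted p = 0.469). TFRC was high in libraries numbered 3 of both groups (73488 and 87160), and the TFRC log2 difference passed without both (0.43, adjusted p = 0.000515) and with a term for these libraries (0.000463). Targets of the antioxidant factor NRF2 rose in 3 and fell in 1 of 30 (3 and 3 adjusted over the list alone; camera adjusted p = 0.593), with GCLM and the carbonyl reductase gene CBR1 (0.56 ± 0.12) up and HMOX1 down. CBR1 lost its call without any library except control 3 (adjusted p up to 0.106).

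Targets of ATF4, the transcription factor of the amino acid response, rose in 1 and fell in 12 of 34 measured members (1 and 19 adjusted over the list alone), and the list was lower by camera (adjusted p = 4.83e-13). STC2, which encodes a secreted glycoprotein, went from 10914 ± 230 to 6745 ± 862 (log2 difference -0.70 ± 0.10, limma adjusted p = 0.00128), and SLC7A5 fell by 0.61 on the log2 scale. ATF3, a stress-inducible transcription factor gene and the only member that rose, went from 418 ± 107 to 1170 ± 54.9. Without both libraries numbered 3, 1 member of this list rose and 20 fell.

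Among cell death genes, the list of caspases, death receptors and BCL2 family members rose in 7 of 35 and fell in 0 (9 and 0 adjusted over the list alone; camera adjusted p = 3.2e-05). The inflammatory caspase gene CASP1 rose by 2.85 ± 0.19 and the BH3-only gene PMAIP1 by 1.45 ± 0.11, with limma adjusted p up to 5.64e-06. Pyroptosis and necroptosis genes rose in 7 and fell in 1 of 17 (8 and 1 adjusted over the list alone; camera adjusted p = 2.82e-07). The DNA sensor genes AIM2 and IFI16 rose from 153 ± 98.2 to 3218 ± 335 and from 10835 ± 1530 to 30633 ± 1219. Targets of p53 rose in 1 of 26, which was PMAIP1, and fell in 0 (the same adjusted over the list alone; camera adjusted p = 0.542). The p53 targets ZMAT3 (-0.37 ± 0.13) and GDF15 (-0.41 ± 0.16) did not pass in limma (adjusted p = 0.189 and 0.232), but did without control 3 (0.0254 and 0.0199).

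NF-kB targets rose in 3 of 20 and fell in 0 (4 and 0 adjusted over the list alone; camera adjusted p = 0.111), and the list passed without control 1 (0.0499) or control 2 (0.0112). With an estimated correlation over all 6 libraries the adjusted p was 0.386. The members that rose were ICAM1, the mitochondrial superoxide dismutase gene SOD2 (1838 ± 233 to 4827 ± 164) and BCL3 (0.74 ± 0.17, limma adjusted p = 0.0278). BCL3 lost its call without any library except control 3 (adjusted p up to 0.116). Immediate early genes rose in 2 and fell in 4 of 27 (3 and 6 adjusted over the list alone; camera adjusted p = 0.343). KLF4 went from 66.6 ± 16.6 to 366 ± 49.5 and the phosphatase gene DUSP4 from 21301 ± 564 to 15196 ± 1681, a call lost without control 2 (adjusted p = 0.0643) or IFNg 1 (0.0597). The mean of the immediate early list in libraries numbered 3 differed from that of numbers 1 and 2 by -0.513 (control) and -0.437 (IFNg) on the log2 scale. The list was lower by camera without control 3 (adjusted p = 0.0085) and without both libraries numbered 3 (0.00266), at the preset correlation. With an estimated correlation over all 6 libraries the adjusted p was 0.726.

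Cell cycle genes rose in 3 of 40 and fell in 0 (9 and 0 adjusted over the list alone; camera adjusted p = 0.111). The replication licensing genes MCM3 (0.60 ± 0.15) and MCM4 (0.52 ± 0.13) and the cyclin gene CCNE2 (1.28 ± 0.32) rose, with limma adjusted p between 0.0424 and 0.048, and each lost its call without any library except control 3 (adjusted p up to 0.25) and in edgeR (0.0597, 0.0627 and 0.0696). In libraries numbered 3 the cell cycle list lay 0.56 (control) and 0.394 (IFNg) above numbers 1 and 2, with all 40 members higher in control 3. The list was higher without control 3 (camera adjusted p = 6.96e-07), IFNg 1 (0.00793) or IFNg 2 (0.0114), higher without both libraries numbered 3 (0.0249, with 15 members that rose and 9 that fell), and pointed down without IFNg 3 (0.429). These values use the preset correlation; over all 6 libraries the estimated correlation of the list was 0.806 and its camera adjusted p with it 0.771. Histone genes, whose transcripts mostly lack a poly(A) tail, rose in 0 and fell in 0 of 11, also adjusted over the list alone (camera adjusted p = 0.793, mean 0.001 where the test pointed down). They lay 0.75 and 0.255 higher in control 3 and IFNg 3, and the list was higher without control 3 (adjusted p = 0.00299) and without both libraries numbered 3 (0.0203), again at the preset correlation. Over all 6 libraries the estimated correlation was 0.9214 and the adjusted p with it 0.935. HIST1H2AC differed by -0.28 ± 0.15, HIST3H2A by 0.32 ± 0.28 and HIST2H2BE by -0.14 ± 0.14. Without control 1 the differences of HIST1H2AC and HIST3H2A were -0.42 and 0.06, and without control 3 they were -0.08 and 0.70.

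Glycolysis and hypoxia genes rose in 5 and fell in 1 of 31 (the same adjusted over the list alone), and the list was higher by camera (adjusted p = 0.000442), but not with an estimated correlation (adjusted p = 0.111). The hexokinase gene HK1 (0.44 ± 0.08) and the mitophagy receptor gene BNIP3 (0.54 ± 0.11) rose and the angiogenic factor gene VEGFA fell (-0.42 ± 0.08), with limma adjusted p up to 0.0108. HK1 lost its call without IFNg 1 or IFNg 2, BNIP3 without control 1, control 2 or IFNg 3, and VEGFA without control 2, IFNg 1 or IFNg 2 (adjusted p up to 0.0829). Extracellular matrix and mesenchymal genes rose in 0 and fell in 1 of 32 (the same adjusted over the list alone), and the list was lower by camera (adjusted p = 0.0198). It was not with an estimated correlation (adjusted p = 0.412), without control 2 (0.0995), without control 3 (0.0918), or without both libraries numbered 3 (0.0575). The member that fell was the urokinase gene PLAU (82219 ± 2671 to 57280 ± 6124), and its call was lost without control 2 (0.0558), IFNg 1 (0.0697) or IFNg 2 (0.0669). SPARC (-0.24 ± 0.11) and the tenascin gene TNC (0.48 ± 0.22) did not pass. The TNC difference ranged from 0.18 without control 3 to 0.68 without control 2. That of SPARC ranged from -0.34 without IFNg 3 to -0.17 without control 3. The other 10 lists called by camera also passed with an estimated correlation, with adjusted p between 0.00656 and 0.0485.

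Cholesterol and SREBP targets rose in 2 of 29 and fell in 0 (the same adjusted over the list alone; camera adjusted p = 0.076), with an adjusted p of 0.0166 without control 2, 0.000111 without IFNg 3 and 0.000931 without both libraries numbered 3, all at the preset correlation. With an estimated correlation (0.283 over all 6 libraries) the adjusted p was 0.692. STARD4, a sterol transfer protein gene, rose by 0.58 ± 0.12 and HMGCS1, an enzyme of the mevalonate pathway, by 0.64 ± 0.15 in limma (adjusted p = 0.0166 and 0.0341). STARD4 lost its call without control 2, IFNg 1 or IFNg 2 (up to 0.107), and HMGCS1 without these or control 1 (up to 0.175). IDI1 (0.39 ± 0.12) of the same pathway did not pass, and passed without IFNg 3 (adjusted p = 0.0287). Proteasome core and cap genes rose in 3 of 31 and fell in 0 (the same adjusted over the list alone; camera adjusted p = 0.391). These were the core subunit genes PSMA3 (0.60 ± 0.12), PSMA4 (0.46 ± 0.10) and PSMA6 (0.37 ± 0.09). PSMA3 lost its call only without control 2, PSMA4 without control 2 or any IFNg library, and PSMA6 without any library except control 3 (limma adjusted p up to 0.0718, 0.118 and 0.191). Heat shock and unfolded protein response genes rose in 4 and fell in 1 of 26 (6 and 1 adjusted over the list alone; camera adjusted p = 0.296). The chaperone genes DNAJA1 (9146 ± 2036 to 18681 ± 1577), HSPA8 (171640 ± 27430 to 276930 ± 10140) and HSPA1B (780 ± 467 to 2381 ± 84.7) rose, the last with reads that may be shared with HSPA1A.

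Most markers of other cell types were low, while the keratin gene KRT8 was abundant (16193 ± 2730 and 19916 ± 879). Of 8 measured leukocyte markers 0 rose and 0 fell, also adjusted over the list alone, where limma gave 2373 genes at an unadjusted p under 0.05 in all (camera adjusted p = 0.712; the mean was 0.097 although the test pointed down). CD3G was 2.90 ± 2.71 and 17.9 ± 9.36, CSF1R 226 ± 34.6 and 158 ± 19.9, and ITGAX 208 ± 102 and 135 ± 80.0. Of 8 epithelial and endothelial markers 1 rose and 0 fell (the same adjusted over the list alone; camera adjusted p = 0.423; the median was -0.193 although the test pointed up). The member that rose was KDR, the VEGF receptor gene, from 10.9 ± 5.11 to 121 ± 16.2 (limma adjusted p = 0.00262). CLDN7 was 8.93 ± 11.7 and 1.76 ± 2.13. The globin gene HBG2 was 18.5 ± 8.62 and 36.2 ± 18.9 and did not pass.

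**Figure D3:**
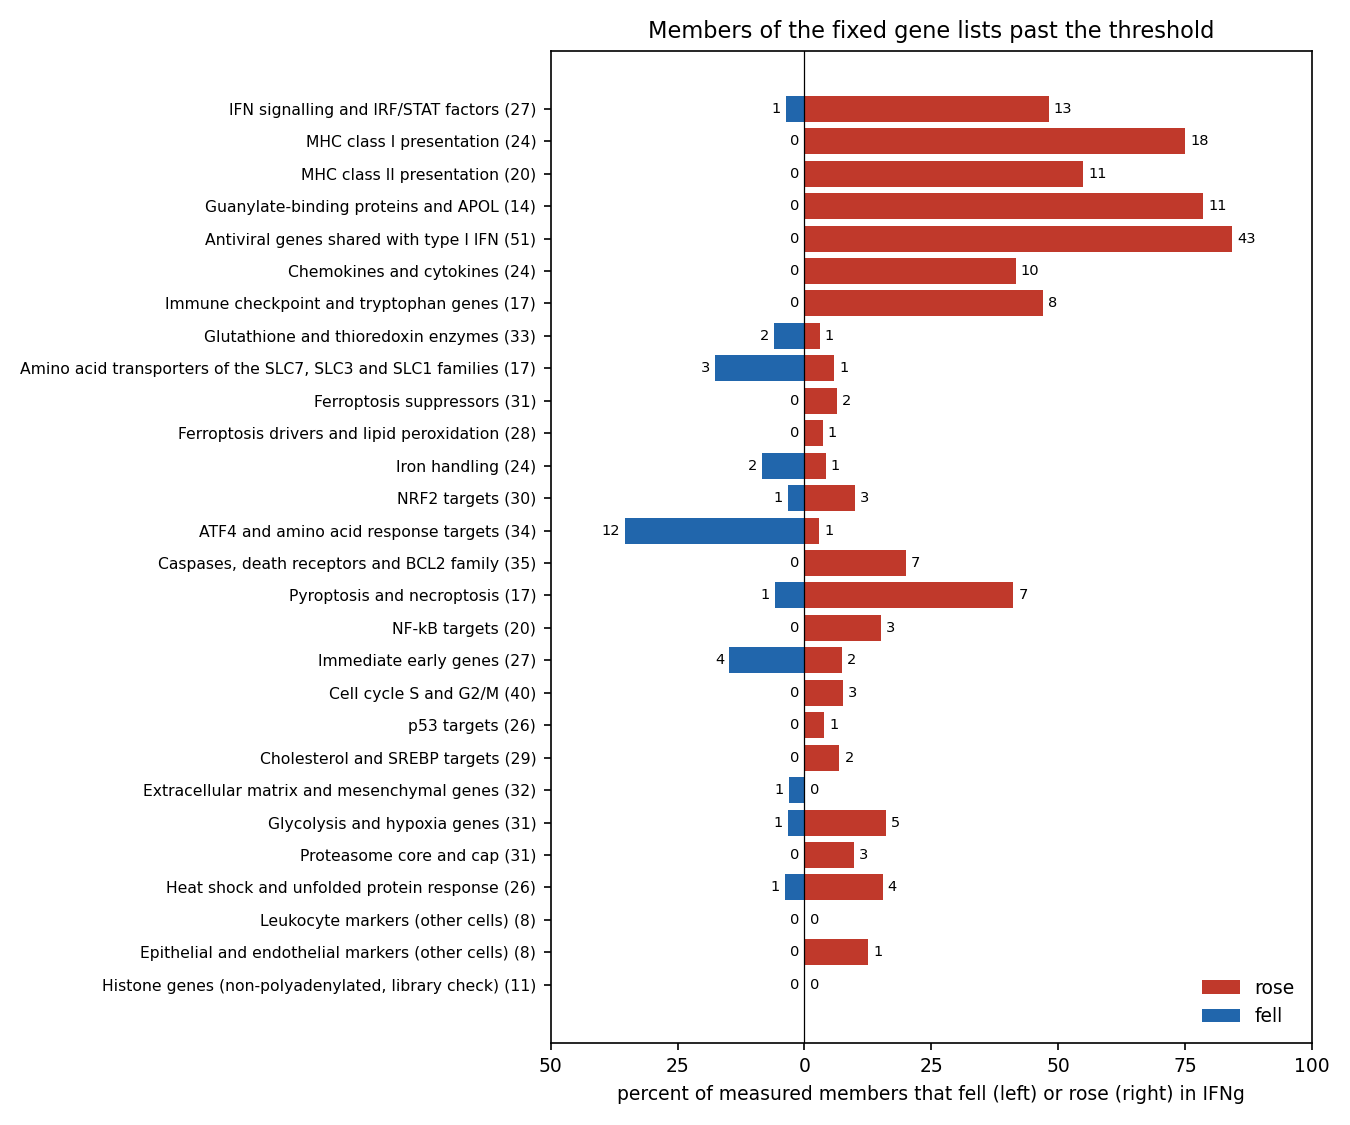
Percent of the measured members of each tested gene list (x axis) that limma called lower (blue, to the left of 0) or higher (red, to the right) in IFNg, with the number of called members at each bar and the number measured in parentheses. Bars to the right are longest for antiviral genes (43 of 51) and for guanylate-binding proteins and APOL (11 of 14), and the longest bar to the left is that of ATF4 targets (12 of 34).

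The edgeR test on recovered reads called 492 genes higher and 173 lower among 14187, of which 484 and 157 were also called by limma. It did not call 7 named genes that limma called: PTHLH, EVA1C, MYCT1, MCM3, MCM4, CCNE2 and PSMA6. With a limma variance model that has no trend, 39 of the 85 called named genes lost their calls, among them JAK2, GCLM (adjusted p = 0.0679), HMOX1 (0.0879), STC2 (0.0658), SLC7A5 (0.0845) and the heat shock genes DNAJA1, HSPA8 and HSPA1B. Genes changed by about 1.5-fold were often missed at this number of libraries, as only 32.8% of such genes were recovered in simulated data, so a gene listed as not past the threshold is not shown to be unaffected.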

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

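Chosen after the data were seen were edgeR and DESeq2 on the recovered reads, a pseudocount of 32, a mean of at least 50, leaving out both libraries numbered 3 and a term for those libraries; the other alternatives were not. The SLC7A11 log2 difference stayed between -1.1347 and -0.9365 and past the threshold in all 22 alternatives against no change, with adjusted p up to 0.0294, but not against a 1.5-fold change (limma treat, adjusted p = 0.0884). Of the 12 lists called by camera, 10 kept their direction and side of the threshold in all 23 alternatives; glycolysis kept them in 22 and extracellular matrix genes in 17. No scaling moved the share of higher calls by more than the step from 75.7% to 70.2% under quantile normalization, and the median-of-ratios alternative changed no call. Of 85 called named genes, 52 passed without each library in turn. Fewer libraries leave fewer degrees of freedom, so some loss of calls is built into leaving libraries out; beyond that the cause was not tested. Depth limits genes with few reads, such as KIT, PTHLH and EVA1C, with 3, 6 and 6 reads in IFNg, and the 17 higher genes without a control read.

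Replicate numbers were not taken as pairs. Deviations from group means over 12417 genes correlated at 0.071, 0.137 and 0.302 for numbers 1, 2 and 3. Control 1 went best with IFNg 2 (0.092) and control 2 with IFNg 1 (0.145), while IFNg 2 went best with control 2 (0.137). Only for number 3 did each library of the pair correlate best with the other. With the replicate number as a block, limma called 1464 genes, 915 higher and 549 lower, 55 of these at least 2-fold, including all 509 and 163 called without it. The immediate early (0.00727), cell cycle (0.0392) and cholesterol (0.0288) lists then passed at camera's preset correlation, and no list call was lost. With an estimated correlation, run only without the block, these 3 lists did not pass (0.726, 0.771 and 0.692).

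With a term for libraries numbered 3, limma called 1539 genes, 966 higher and 573 lower, 48 of these at least 2-fold, and the cholesterol (0.0221) and immediate early (0.0166) lists passed at the preset correlation. With an estimated correlation, run only without this term, they did not (0.692 and 0.726). With the term 11 named genes gained a call, among them TFRC, MBOAT2, SPARC, TNC, ZMAT3, GDF15, IDI1, KRT8 and CD274. Without both libraries numbered 3 limma called 1481, 882 higher and 599 lower, 58 at least 2-fold. Of the called named genes 3 lost their calls in this fit, among them KIT (adjusted p = 0.053) and EVA1C (0.0612). The ACSL4 difference was then -0.0423, the immediate early (0.00266), cell cycle (0.0249) and cholesterol (0.000931) lists passed, the extracellular matrix list did not (0.0575), and the histone list pointed up (0.0203), all at the preset correlation. With an estimated correlation, run only over all 6 libraries, the immediate early (0.726), cell cycle (0.771), cholesterol (0.692) and histone (0.935) lists did not pass.

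DESeq2 called 1056 genes, with 342 lower and 47 lower at least 2-fold. Without a variance trend, limma called 320 genes, 279 higher and 41 lower, of which 260 and 13 were called with the trend; 39 named genes lost their calls, among them SLC3A2 (-0.4517, adjusted p = 0.1193) and JAK2; edgeR lost 7. Against a 1.5-fold change it called 202, 201 higher and 1 lower, which was KIT. The extracellular matrix list lost its call with quantile normalization (0.0559), an estimated correlation (0.412) and fry (0.212), and the glycolysis list with an estimated correlation (0.111). With fry, iron handling (0.0412) and NF-kB targets (0.0282) passed and immediate early genes pointed up (0.822), which tests direction within the list and not against other genes. The leukocyte list pointed up with a mean of at least 1 (0.806) and with no filter (0.845).

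Leaving out 1 library at a time gave 386 to 1302 changed genes, 330 to 847 higher, 37 to 455 lower and 4 to 52 lower at least 2-fold, with the highest counts without control 3. The SLC3A2 difference ranged from -0.4982 to -0.4154, JAK1 from -0.0305 to 0.0864, ACSL4 from -0.0687 to 0.2087 and HIST2H2BE from -0.2804 to 0.0271. Camera adjusted p at the preset correlation ranged from 0.000111 to 0.324 for cholesterol genes, 0.00299 to 0.916 for histones, 0.0085 to 0.783 for immediate early genes, 0.000525 to 0.0995 for extracellular matrix genes and 0.197 to 0.977 for NRF2 targets. It ranged from 6.96e-07 to 0.73 for cell cycle genes, 0.549 to 0.917 for leukocyte markers and 0.0112 to 0.683 for NF-kB targets. Direction changed for histones (up without control 3, IFNg 1 or IFNg 2), cell cycle genes and NRF2 targets (without IFNg 3) and leukocyte markers (without control 2).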

Other observations

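Chosen only after the result was seen were the complement and YAP/TAZ lists and the tests of library scaling, ATF4 targets, NRF2 targets, depth and capture of non-polyadenylated RNA; the splits of the libraries and the test of adjacent genes were set beforehand. Complement genes, part of innate immunity, rose in 7 of 14 measured members of a list of 18 and fell in 0 (camera p = 1.66e-07, and 0.0051 with an estimated correlation). The proteases C1R and C1S went from 93.3 ± 9.22 to 2522 ± 289 and from 79.3 ± 51.2 to 1965 ± 455 (mean ± SD, n = 3 each; camera and limma tests), with limma adjusted p = 1.91e-08 and 5.57e-06. C2 went from 21.4 ± 17.7 to 420 ± 12.7 and the C1 inhibitor gene SERPING1 from 2.86 ± 4.95 to 73.4 ± 31.9. CFB and C1RL rose by 3.81 ± 0.96 and 0.67 ± 0.14 on the log2 scale, though CFB did not pass in edgeR (adjusted p = 0.101). Because the list was written with the values in view, its p is no independent evidence.

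Targets of the Hippo pathway cofactors YAP and TAZ fell in 3 of 24 measured members and rose in 0, with a median log2 difference of -0.166 (camera p = 9.01e-05, but p = 0.16 with an estimated correlation). CTGF went from 51559 ± 19990 to 22921 ± 2618, ANKRD1 from 8588 ± 2767 to 4582 ± 254 and AMOTL2 from 23231 ± 1160 to 15238 ± 456. Control 3 lay near the IFNg libraries for CTGF (28507, against 64164 and 62008 in the other controls) and for ANKRD1 (5406, against 10428 and 9930), but not for AMOTL2 (22648, against 22478 and 24566).

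The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 672 limma calls, 1 split of the 10 gave as many, and the highest of the others was 0, where those others had 195 to 1379 genes at an unadjusted p under 0.05. The highest of these, 1379, set controls 1 and 2 with IFNg 1 apart from the rest.

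SLC7A11 and SLC3A2 were lower in each IFNg library than in each control library. A shift in library scaling is argued against, because the smallest fall of SLC7A11 under quantile and equal-total scaling was -1.0127 (log2). The median of all genes, -0.013, adds nothing to this, because the deposited values were already divided by median-of-ratios factors. A candidate explanation is lower activity of ATF4, which is known to act on both genes: its targets, listed without them, were lower with an adjusted p of 0.00833 in camera with an estimated correlation, with 12 of 34 lower and 1 higher, and ATF4 activity itself was not measured. Lower activity of NRF2 stays open, since its targets gave a camera adjusted p of 0.593 and went both ways, GCLM up and HMOX1 down. Direct repression of the locus through factors activated by IFNg was not tested here.

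Libraries numbered 3 differed from numbers 1 and 2 in both groups, with a lower immediate early list and higher cell cycle and histone lists. Depth is argued against for control 3 only, which at 70092508 reads lies between controls 1 and 2 (65639349 and 83501954). Its cell cycle list lay 0.56 (log2) above their mean and 0.559 outside their range, against a gap of 0.002 between them. All 40 genes of that list were higher. The immediate early list of control 3 lay -0.513 from their mean and 0.454 outside their range, against a gap of 0.119. As 16 of its 27 genes were lower and 11 higher, that mean decides nothing about depth. For IFNg 3, the library with the fewest reads (59556948, against 74586440 and 67562257 in IFNg 1 and 2), depth stays open. Better capture of RNA without a poly(A) tail is argued against as the whole account, since the cell cycle list, which holds no histone gene, lay 0.56 above the mean of controls 1 and 2 and 0.559 outside their range, with all 40 genes higher. A different preparation day or culture density may underlie the pattern, but the labels give neither, and no biological explanation was tested.

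Of the 509 higher genes, 17 had no read in any control library, among them A2M, ART3, BANCR, CACNA1I, GBP1P1, IFI44L, IRG1, LGALS17A, NOD2, PDGFRA, TEX29, TMEM239, TRPC2, UBD, USP30-AS1 and XIRP1. Reads running on from an adjacent induced gene could give such calls, but only 4 of the 17 (23.5%, exact 95% interval 6.81% to 49.9%) had a gene called higher within 2 places along the chromosome, against 32.9% of the other 487 higher genes matched to the gene order (Fisher's exact test, 2-sided, p = 0.6) and 11% of 14484 genes not called higher. This argues against it as the source of most of them, by a narrow margin at the upper limit, and not as the source of some. The 4, with the called gene within 2 places, were GBP1P1 (GBP5), IFI44L (IFI44), PDGFRA (KDR) and TMEM239 (C20orf141 and PCED1A). For these it stays open, and whether another gene lies between was not examined. Shared reads from a related gene were not tested, which matters for GBP1P1 and LGALS17A, and antisense reads stay open for USP30-AS1, as the use of strand in counting is not given in the sources used here.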
